# Next-generation RNA sequencing of FFPE subsections reveals highly conserved stromal reprogramming between canine and human mammary carcinoma

**DOI:** 10.1242/dmm.040444

**Published:** 2019-08-08

**Authors:** Parisa Amini, Sina Nassiri, Julia Ettlin, Alexandra Malbon, Enni Markkanen

**Keywords:** Formalin-fixed paraffin embedded, RNAseq, Laser-capture microdissection, Canine mammary carcinoma, Breast cancer, Tumour stroma

## Abstract

Spontaneous canine simple mammary carcinomas (mCA) are often viewed as models of human mCA. Cancer-associated stroma (CAS) is central for initiation and progression of human cancer, and is likely to play a key role in canine tumours as well. However, canine CAS lacks characterisation and it remains unclear how canine and human CAS compare. Formalin-fixed paraffin embedded (FFPE) tissue constitutes a valuable resource of patient material, but chemical crosslinking has largely precluded its analysis by next-generation RNA sequencing (RNAseq). We have recently established a protocol to isolate CAS and normal stroma from archival FFPE tumours using laser-capture microdissection followed by RNAseq. Using this approach, we have analysed stroma from 15 canine mCA. Our data reveal strong reprogramming of canine CAS. We demonstrate a high-grade molecular homology between canine and human CAS, and show that enrichment of upregulated canine CAS genes strongly correlates with the enrichment of an independently derived human stromal signature in the TCGA breast tumour dataset. Relationships between different gene signatures observed in human breast cancer are largely maintained in the canine model, suggesting a close interspecies similarity in the network of cancer signalling circuitries. Finally, we establish the prognostic potential of the canine CAS signature in human samples, emphasising the relevance of studying canine CAS as a model of the human disease. In conclusion, we provide a proof-of-principle to analyse specific subsections of FFPE tissue by RNAseq, and compare stromal gene expression between human and canine mCA to reveal molecular drivers in CAS supporting tumour growth and malignancy.

## Abstract (precis)

**Summary:** This study offers proof-of-principle for a novel protocol to analyse gene expression in subsections of FFPE patient tissue, supporting the use of spontaneous canine mammary tumours as models for the human disease.

## INTRODUCTION

The microenvironment surrounding cancer cells is pivotal for growth and survival of many different tumours (Hanahan and Coussens, 2012). This so-called cancer-associated stroma (CAS), consisting of a mixture of different non-tumour cells such as immune cells, fibroblasts and others, as well as extracellular matrix, plays a key role in cancer initiation and progression (Hanahan and Coussens, 2012). The role of CAS in tumour biology has been widely documented (Bissell and Hines, 2011). CAS directly promotes the growth of tumour cells by secreting and/or activating molecules such as growth factors, nutrients and cytokines, among others (e.g. reviewed by Bissell and Hines, 2011; Hanahan and Coussens, 2012). Still, the mechanisms underlying the formation of CAS and the molecular dialogue between CAS and cancer cells remain poorly understood.

Based on the closely related pathophysiology, spontaneously occurring cancer in the domestic dog is increasingly viewed as a valuable model to foster understanding of cancer biology and potentially identify novel therapeutic targets in both dogs and human patients (Gardner et al., 2015; Karlsson and Lindblad-Toh, 2008; Rogers, 2015). In particular, owing to strong molecular and clinical similarities, canine mammary carcinoma (mCA) are regarded as excellent models for human mCA and are thought to overcome several of the limitations of xenograft or genetically modified rodent tumour models (Liu et al., 2014; Queiroga et al., 2011b; Schiffman and Breen, 2015). Histologically and at the molecular level, canine simple mCA closely replicate the biology of human mCA and mirror many of the genomic aberrations found therein, and are thus thought to reflect human mCA (Liu et al., 2014; Queiroga et al., 2011b). Also, as the most frequently occurring cancer in intact female dogs, canine mCA are highly relevant in the veterinary clinical setting (Salas et al., 2015). Canine simple mCA are classified as malignant epithelial neoplasms that infiltrate the surrounding mammary tissue, thus inducing a strong stromal response and myofibroblast proliferation, and can give rise to metastases (Goldschmidt et al., 2011).

Given the central role of CAS in the biology of human cancer in general, and mCA in particular, it is likely to also play a central role in the growth and development of canine mCA. Until now, however, despite the fact that canine cancer is increasingly analysed, canine CAS almost entirely lacks characterisation. Thus, it remains unclear whether CAS has a similar role in canine cancers, which mechanisms are involved in its formation and whether CAS from dogs is comparable to human CAS. Understanding the role of CAS in canine cancers and its comparability to human CAS is pivotal to define the validity of canine cancers as models for the human disease. Furthermore, a comparison of human and canine CAS can not only reveal key changes that are of central importance for the development of the disease itself, but also lead to identification of novel targets for pharmacological intervention against cancer.

Formalin-fixed paraffin embedded (FFPE) tissue constitutes a vast resource of patient material. However, FFPE heavily impacts on RNA quantity and quality, which proves challenging in downstream applications. To enable the use of this valuable tissue resource and analysis of CAS reprogramming in tumours, we have established isolation of CAS and matched normal stroma from canine simple mCA by laser-capture microdissection (LCM) from archival FFPE samples followed by analysis by next-generation RNA sequencing (RNAseq). Here, we provide the proof-of-principle for this novel protocol by analysing CAS and matched normal stroma isolated by LCM from FFPE tissue from 15 clinical cases of canine simple mCA.

## RESULTS

### RNAseq-based transcriptomic profiling of matched cancer-associated and normal stroma from canine mCA isolated by LCM from FFPE specimens

To analyse CAS from canine simple mCA, we concurrently isolated RNA from CAS and matched ‘normal’ stroma (i.e. stroma adjacent to unaltered mammary glands) from clinical FFPE specimens using LCM, and subjected these samples to RNAseq using our recently established protocol (Amini et al., 2017). 

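RNA from 30 LCM isolates was sequenced, 15 of CAS and 15 of matched normal stroma from the same 15 dogs, which are the cases of Table 1. LCM cuts chosen areas out of a tissue section with a laser, so that each library represents a small amount of RNA from fixed tissue. The authors deposited the counts that kallisto estimated from the reads and tximport summed per gene, without normalisation, for 18582 genes listed by Ensembl dog gene ID. These values are whole numbers in the deposited table. Total estimated counts per library were between 1361951 and 5572761 in CAS, with a median of 3434684, and between 29284 and 3932370 in normal stroma, with a median of 2503672. The lowest totals were those of normal stroma in case 8 (29284) and case 14 (32528), and the next lowest was 617177. In CAS, 10843 ± 1167 genes (SD, n = 15) had at least 10 counts, compared to 7952 ± 3584 genes (SD, n = 15) in normal stroma. This number was higher in CAS than in the normal stroma of the same dog in 15 of 15 dogs (two-sided exact permutation test swapping the libraries within dogs, p = 6.10e-05, the smallest p it can give). Without cases 8 and 14 it was higher in CAS in 13 of 13 dogs (same test, p = 0.000244, the smallest p that 13 dogs allow). For differential expression, low genes were removed with edgeR's filterByExpr, which kept 10472 genes, and the counts were scaled by TMM normalisation. CAS and normal stroma were then compared with edgeR's quasi-likelihood test, with 6 surrogate variables estimated by svaseq as covariates. The paper's text names SVA and a filter on lowly abundant genes but gives neither the number of factors nor the filter. Genes are given by ID because the files do not pair the IDs with gene names.

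**Figure D1:**
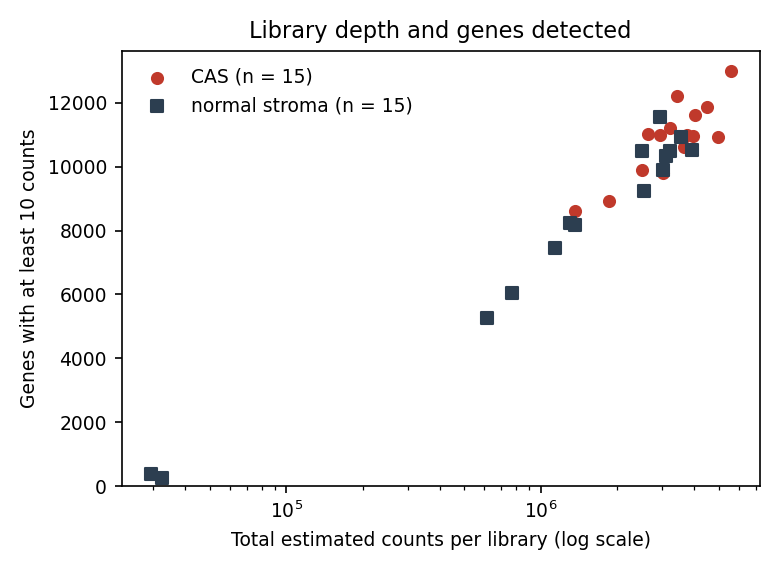
Genes with at least 10 counts (y axis) against total estimated counts per library on a log scale (x axis), with 1 point for each of the 15 CAS libraries (circles) and the 15 normal stroma libraries (squares). The normal stroma libraries of cases 8 and 14 lie at the lower left, with 387 and 263 genes, and the other normal stroma libraries have between 5272 and 11557 genes.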

Representative images for tissue isolation and patient characteristics for all cases included in the study can be found in Table 1 and Fig. S1. 

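For the PCA, normalised counts were expressed as log2 CPM (counts scaled to a common library size) with a prior count of 2, and genes were centred but not scaled. Over all 30 libraries, PC1 held 32.5% of the variance. The PC1 score, oriented so that CAS had the higher mean, was higher in CAS than in the normal stroma of the same dog in 15 of 15 dogs. The difference within dogs was 62.1 ± 93.3 (SD, n = 15; two-sided exact permutation test, p = 6.10e-05, the smallest p it can give). CAS libraries scored 31.1 ± 6.00 (SD, n = 15) and normal stroma libraries -31.1 ± 95.9 (SD, n = 15), so normal stroma spread far more widely. Differences of 294 in case 14 and 269 in case 8 were the largest, and both belong to the dogs with the lowest normal stroma totals. The distinction between CAS and normal stroma explained 18.3% of the variance of PC1, and 7 normal stroma libraries scored above the lowest CAS library. Without the normal stroma libraries of cases 8 and 14, a choice made after seeing the data, PC1 held 21.5% of the variance and its difference within dogs was 70.0 ± 49.0 (SD, n = 13 dogs), with 13 of 13 dogs in the same direction (two-sided exact permutation test, p = 0.000244, the smallest p it can give). In that PCA, the distinction explained 50.9% of PC1 and 0 normal stroma libraries scored above the lowest CAS library. With each gene scaled to unit variance, which changes the units of the score, the difference over all 30 libraries was 41.8 ± 73.2 (SD, n = 15). CAS was again higher in 15 of 15 dogs, and 8 normal stroma libraries scored above the lowest CAS library. That number was 7 with all genes with at least 1 count and 0 with DESeq2's variance-stabilizing transformation. It was also 0 with the surrogate variables removed from the log2 CPM, which strips other variation by construction.

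**Figure D2:**
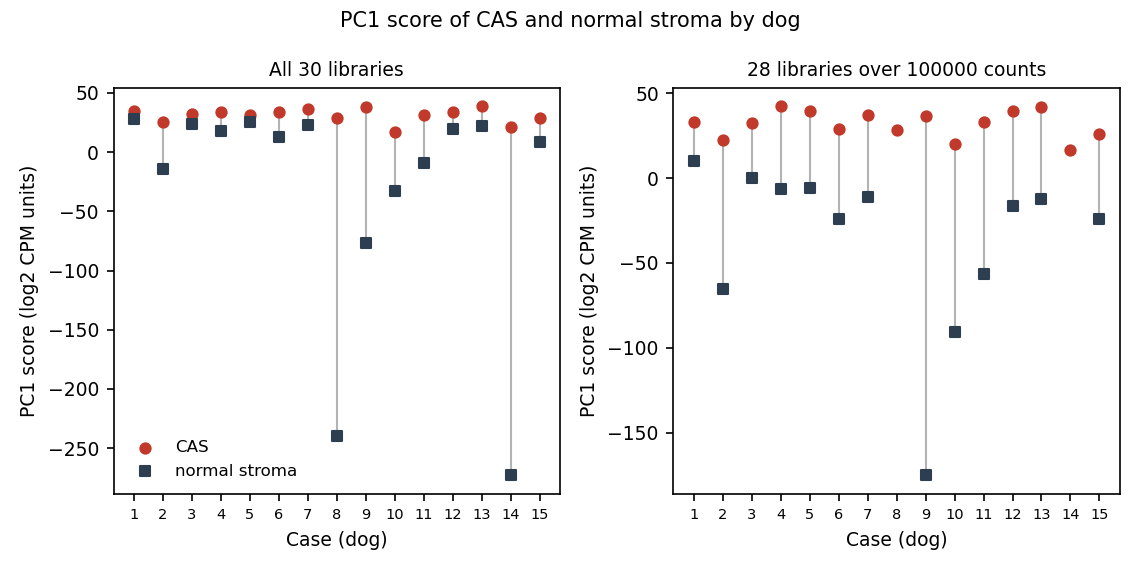
PC1 score in log2 CPM units (y axis) of CAS (circles) and normal stroma (squares) for each case (x axis), with a line joining the libraries of a dog, for all 30 libraries (left) and for the 28 libraries over 100000 counts (right). CAS lies above normal stroma in every dog with both libraries, and on the left the normal stroma of cases 8 and 14 lies far below the other libraries.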

Remarkably, principal component analysis (PCA) revealed clear separation between CAS and normal stroma, highlighting the distinction between CAS and normal stroma as the major source of variability in the data (Fig. 1A). 

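Between CAS and normal stroma, 381 genes had an FDR below 0.01 and a fold change above 2 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 267 were higher and 114 lower in CAS, so that 70.1% of the deregulated genes were higher. At the FDR threshold alone there were 480 genes, 320 higher and 160 lower. Among the alternatives set before the data were examined, the largest change in the total came from testing only genes with at least 10 counts in every library. These were 147 genes, of which 14 passed. With the dog as a replicate block, so that CAS was compared with the paired normal stroma, and no surrogate variables, there were 580 genes, 302 higher and 278 lower. With the block and surrogate variables estimated given the dogs, there were 261 genes, 146 higher and 115 lower. Without surrogate variables and without the block, the numbers were 258 higher and 277 lower. When the normal stroma libraries of cases 8 and 14 were left out, a choice made after seeing the data, 265 genes were higher and 310 lower in CAS. Leaving out both libraries of case 8 alone gave 189 genes lower in CAS. The number of genes higher in CAS fell to 167 without case 12 and to 172 without case 13.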

Differential expression analysis with a false discovery rate (FDR) cut-off of 0.01 and fold change threshold of 2 revealed 884 genes to be significantly deregulated in CAS compared to normal stroma, with 446 genes significantly upregulated and 438 genes significantly downregulated in CAS (Fig. 1B and Table S1). Over-representation analysis of Gene Ontology (GO) terms associated with biological processes, cellular components and molecular functions for up- and downregulated genes suggested the strongest changes in the following categories: immune system process, biological adhesion, cell differentiation, proliferation, growth, extra cellular matrix and collagen organisation (Fig. 1C-H). Association of significantly deregulated genes with the top over-represented GO terms revealed downregulated genes to participate in angiogenesis and upregulated genes to play a role in ‘cellular response to organic substance’, which is related to any process that results in a change in state or activity of a cell (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an organic substance stimulus (Fig. S2). To validate the RNAseq data, we measured gene expression of six significantly differentially expressed genes (*HMCN2*, *CLEC4G*, *VIT*, *COL11A1*, *SFRP2* and *TFPI2*) by RT-qPCR. All of the tested genes showed significant expression changes consistent with the RNA-seq data (Fig. 2A-G). In addition, we validated differential expression in CAS versus normal stroma of three genes [upregulation of α-smooth muscle actin (α-SMA, encoded by *ACTA2*), upregulation of collagen 4α1 (*COL4A1*) and downregulation of vimentin in CAS compared to normal stroma] on protein level using immunofluorescence (Fig. 2H-K).

**Table 1.**
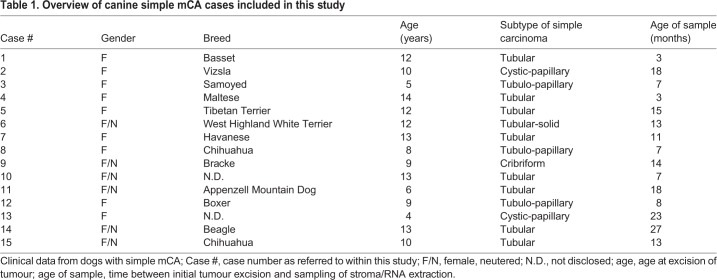
**Overview of canine simple mCA cases included in this study**

**Fig. 1.**
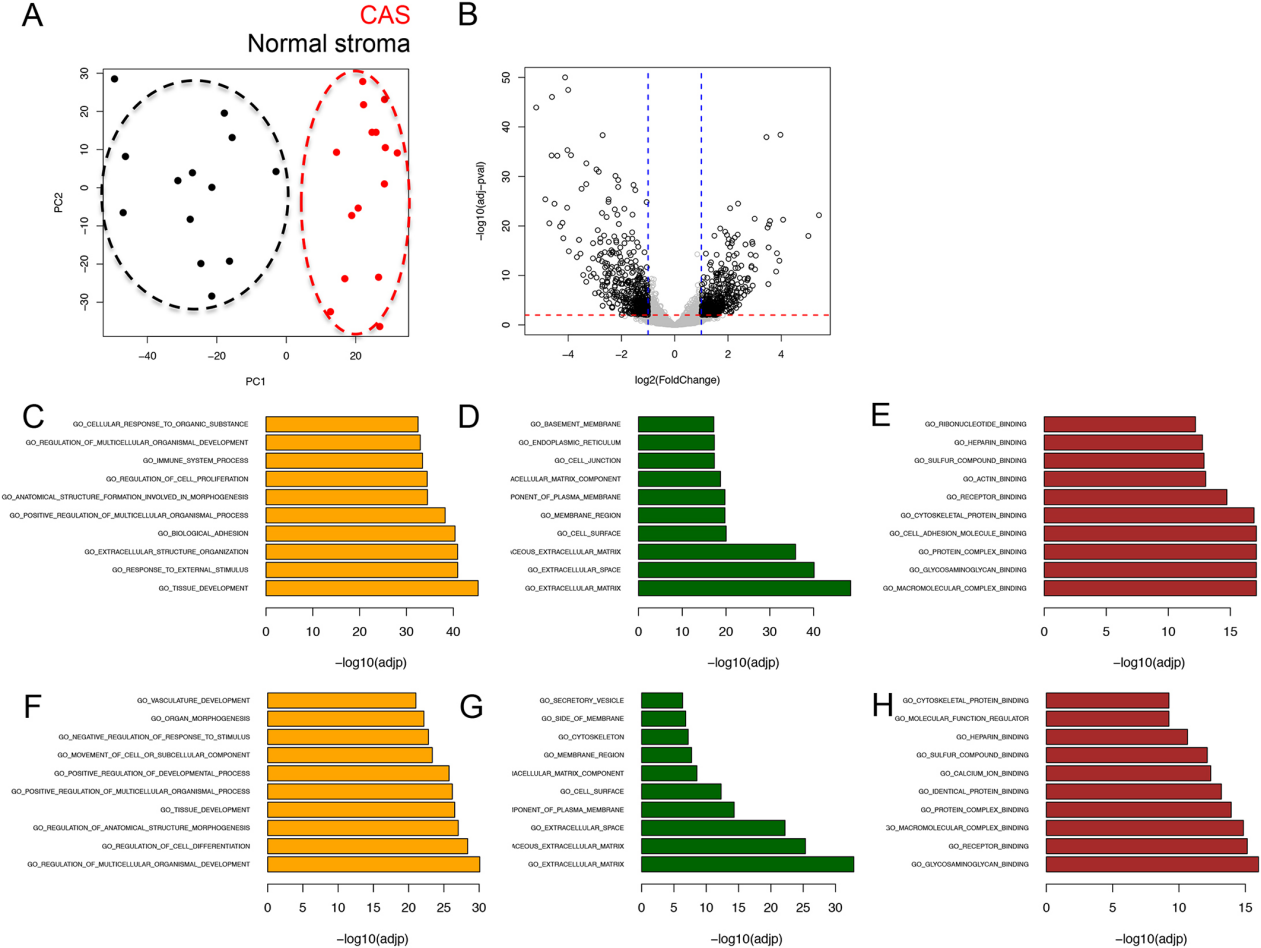
**RNAseq-based transcriptomic analysis of CAS and matched normal stroma from 15 canine simple mCA.** (A) PCA of CAS and normal stroma samples isolated from canine simple mCA. PCA was performed using all genes. (B) Volcano plot highlighting differentially expressed genes in CAS compared to normal stroma, using fold change >2 and FDR <0.01 as cut-off values. (C-E) Top 10 over-represented GO terms associated with biological processes (C), cellular components (D) and molecular functions (E) among genes significantly upregulated in CAS compared to normal stroma. (F-H) Top 10 over-represented GO terms associated with biological processes (F), cellular components (G) and molecular functions (H) among genes significantly downregulated in CAS compared to normal stroma.

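The log2 fold changes of the deregulated genes extended from -5.82 (SE 0.851) to 7.23 (SE 0.891), and their median size was 1.86. The smallest adjusted p was 1.45e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes that changed in the same direction in all 15 dogs, ENSCAFG00000019985 had the highest log2 fold change, 7.23 (SE 0.891, adjusted p = 4.56e-06 from the same test). Its level was 1335 ± 1235 CPM (SD, n = 15) in CAS and 7.27 ± 18.3 CPM (SD, n = 15) in normal stroma. ENSCAFG00000006046 reached 144 ± 137 CPM (SD, n = 15) in CAS and 4.39 ± 9.50 CPM (SD, n = 15) in normal stroma, with a log2 fold change of 6.99 (SE 1.09, adjusted p = 9.42e-05). The size of this change differed between fits, with log2 fold changes of 4.90 in edgeR without surrogate variables, 5.12 in DESeq2 with the same surrogate variables and 4.93 without the normal stroma libraries of cases 8 and 14. On the other side, ENSCAFG00000008537 had 11.1 ± 18.4 CPM (SD, n = 15) in CAS and 229 ± 227 CPM (SD, n = 15) in normal stroma, a log2 fold change of -4.63 (SE 0.664, adjusted p = 2.93e-05). ENSCAFG00000014049 had 7.46 ± 8.64 CPM (SD, n = 15) in CAS and 181 ± 105 CPM (SD, n = 15) in normal stroma, a log2 fold change of -4.49 (SE 0.537, adjusted p = 3.37e-06). The median log2 fold change of all genes tested was 0.22.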

**Fig. 2.**
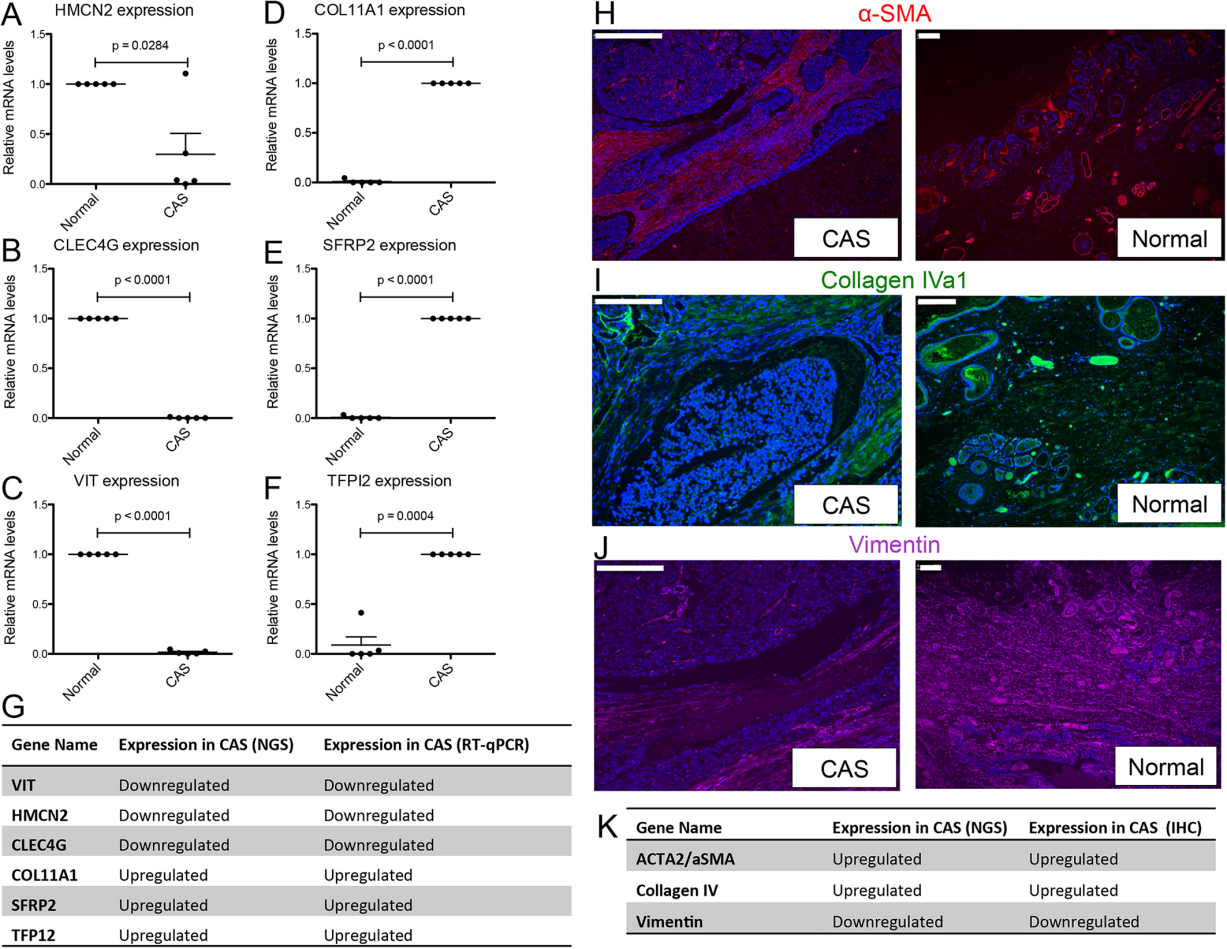
**Immunohistochemistry** **and RT-qPCR validation of selected genes from the carcinoma dataset.** (A-F) Relative mRNA levels of CAS-associated genes in normal stroma and CAS isolated by LCM, measured using RT-qPCR: *HMCN2* (A); *CLEC4G* (B); *VIT* (C); *COL11A1* (D); *SFRP2* (E); *TFPI2* (F). Data are mean±s.e.m., normalised to expression levels in normal stroma (for *HMCN2*, *CLEC4G* and *VIT*), or CAS (*COL11A1*, *SFRP2*, *TFPI2*), respectively. *P*-values were calculated using student's *t*-test, and significance cutoff was set at *P*=0.05. (G) Summary of the expression trends as detected by RT-qPCR and RNAseq. (H-J) Immunofluorescent staining of α-SMA (red, H), collagen IV (green, I) and vimentin (purple, J) in CAS and normal stroma of a representative canine simple mCA sample. DAPI staining (blue) visualises cell nuclei, and marks large densely blue areas in the left panels as tumour cells, while demarcating normal mammary glands in the panels on the right. (K) Summary of the expression trends as detected by RNAseq or immunofluorescence. Scale bars: 200 μm.

To enumerate the cellular landscape of tumour and normal stroma in canine mCA, we used xCell, a state-of-the-art algorithm that performs cell-type enrichment analysis from gene expression data for 64 immune and stroma cell types (Aran et al., 2017). As most deconvolution algorithms (including xCell) rely on human (and seldom mouse) gene signatures, we used the human orthologues of canine genes to perform *in silico* deconvolution. Fig. S3 shows differentially abundant cell types in CAS and normal stroma based on xCell enrichment scores. Unsupervised clustering of samples based on xCell enrichment scores revealed a clear separation between CAS and normal stroma, further corroborating our finding at the gene expression level. 

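The direction of the changes was compared between dogs from the normalised level of each deregulated gene in CAS and in the matched normal stroma. Of the 267 genes higher in CAS, 86 were higher in every one of the 15 dogs and 230 in at least 13 dogs. Of the 114 genes lower in CAS, 26 were lower in every one of the 15 dogs and 103 in at least 13 dogs. With each direction equally likely in every dog, a single gene would move one given way in 15 of 15 dogs with a probability of 0.00305%. These genes had, however, been selected for their difference in the same dogs. In the normal stroma libraries of cases 8 and 14, 70.3% and 72.8% of all genes had no count. A gene without a count there can be higher in CAS but not lower, so the directions were not equally likely. In the 13 dogs other than cases 8 and 14, 105 of the genes higher in CAS and 76 of those lower in CAS moved in their direction in every dog. The paper does not report this count of dogs, and draws its conclusion on CAS from the PCA and differential expression of Fig. 1 together with the RT-qPCR and immunofluorescence of Fig. 2 and the xCell enrichment scores.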

Taken together, these findings support the validity of our approach to analyse FFPE tissue subsections through LCM coupled with RNAseq, and demonstrate strong reprogramming to occur in CAS from canine mCA.

### CAS from canine and human mCA display a high grade of molecular homology

To gain insight into whether and to what degree CAS of canine and human mCA are comparable, we compared our dataset with a similar published human breast cancer patient dataset (GSE35019) consisting of matched stromal samples of invasive ductal carcinoma (IDC), ductal carcinoma *in situ* (DCIS) and normal stroma (Vargas et al., 2012). We postulated that if canine and human mCA were to share a high level of molecular homology, differentially regulated genes in canine CAS versus normal stroma should exhibit a similar expression pattern in the human dataset. To test this hypothesis, we ranked all genes in the human dataset based on fold change expression in IDC stroma versus normal stroma. We then assessed the enrichment of canine-derived CAS signature in this ranked gene list. Remarkably, we found the upregulated subset of the canine CAS signature to be enriched on the left-hand side of the ranked gene list (*P*-value <0.001), demonstrating overexpression in IDC stroma (Fig. 3A, showing the top 100 up- and downregulated genes from the canine CAS signature in the ranked human gene list, and Fig. S4 for all genes). In contrast, the downregulated subset of the canine CAS signature was enriched on the right-hand side (*P*-value <0.001), which is associated with normal stroma. Similar results were obtained using an alternative gene set testing procedure (Fig. 3B). As a complementary approach to interrogate the molecular homology between canine and human mCA, we used a well-established and manually curated set of stromal genes obtained using human samples (Yoshihara et al., 2013) and computed the stromal enrichment scores using single sample Gene Set Enrichment Analysis (ssGSEA) (Vargas et al., 2012), an extension of the popular GSEA method that calculates the extent at which members of a given gene set are co-ordinately up- or downregulated within individual samples. Using this approach, we found the enrichment of the canine-derived stromal signature to be highly positively correlated (Spearman rho=0.72, *P*-value <0.001) with the enrichment of the human-derived stromal signature in the breast cancer subset of TCGA (sample size >1000), further supporting the presence of strong molecular homology in CAS between the two species (Fig. 3C). To further explore the molecular similarities between canine and human mCA, we sought to identify perturbations in signalling pathways present in CAS of both species. Enrichment analysis of hallmark pathways showed a substantial number of pathways to be significantly deregulated in the same direction in both human and canine CAS (Fig. 3D). The commonly perturbed pathways include angiogenesis, epithelial mesenchymal translation, glycolysis, allograft rejection, interferon gamma and alpha response, complement, estrogen response late and early, adipogenesis, fatty acid metabolism, E2F targets, G2M checkpoint, MYC targets, mitotic spindle, unfold protein response, myogenesis and mTORc pathway. GSEA leading edge subsets of genes deriving the conserved perturbations observed in both species are detailed in Table 2. To sum up, these results clearly demonstrate the presence of significant molecular homology between CAS in canine mCA and CAS from human breast cancers.

**Fig. 3.**
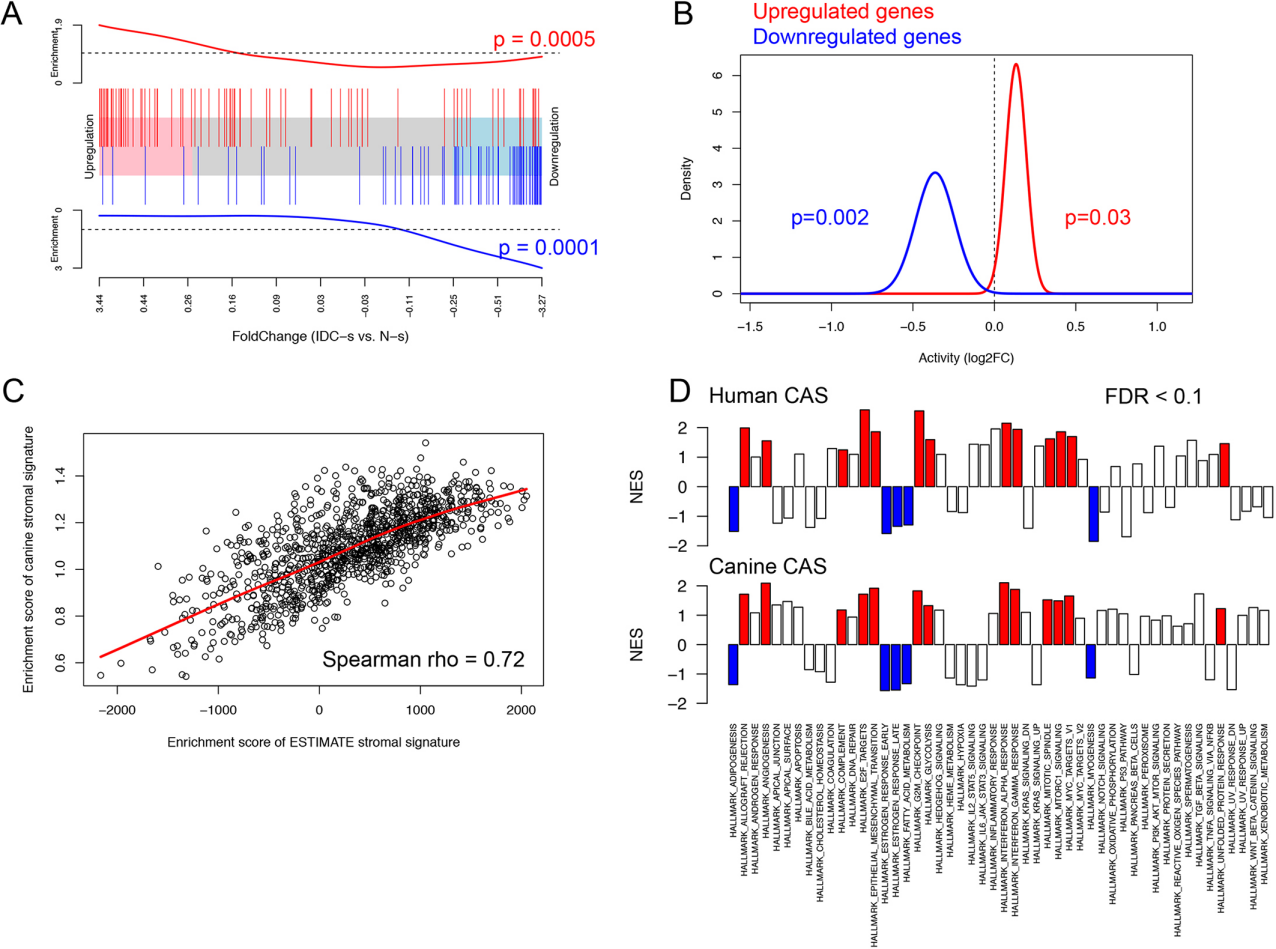
**CAS from canine and human mCA display a high grade of molecular homology.** (A) Competitive gene set testing to compare canine CAS to human CAS. GSEA-like running sum statistic depicting the location of selected genes on a ranked list of genes in human IDC stroma compared to normal stroma (GSE35019). Top 100 upregulated genes identified in canine tumour stroma are indicated as red vertical bars, top 100 downregulated genes identified in canine tumour stroma are indicated as blue vertical bars. (B) Self-contained gene set testing (QuSAGE method) to assess the average differential expression of canine-derived gene sets (i.e. up- and downregulated genes in canine CAS: 449 up- and 425 downregulated genes) in human breast cancer stroma. The *x*-axis demonstrates mean fold change expression in CAS compared to normal stroma in human mCA (GSE35019). The *y*-axis indicates the distribution of fold change expression within each set. *P*-values were calculated by comparing mean fold change to fold change of 1 using Welch's *t*-test. (C) Positive correlation (Spearman's rho=0.72) between the enrichment of significantly upregulated genes derived from canine data and the enrichment of an independently derived human stromal signature (ESTIMATE stromal signature; Yoshihara et al., 2013) in the breast cancer dataset from TCGA including >1000 cases. (D) GSEA analysis of hallmark pathways (MSigDB) in human data (GSE35019, top row) and canine data (bottom row). Red indicates pathways that were deemed significant (FDR<0.1) in both datasets and showed enrichment in CAS compared to normal stroma. Blue indicates pathways that were deemed significant (FDR<0.1) in both datasets and showed enrichment in normal stroma compared to CAS.

**Table 2.**
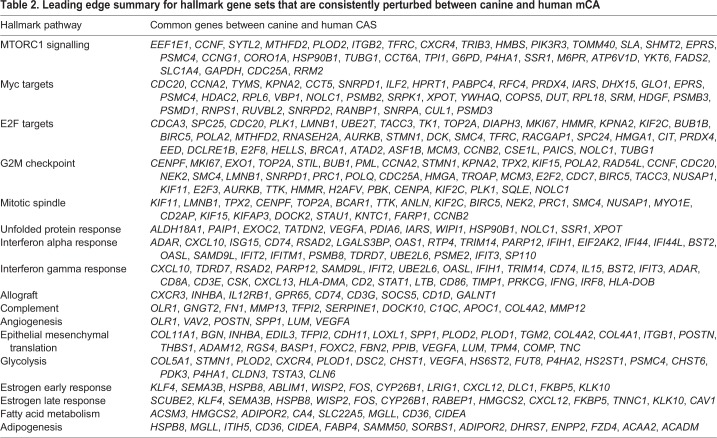
**Leading edge summary for hallmark gene sets that are consistently perturbed between canine and human mCA**

### The human orthologues of the canine-derived CAS signature are enriched among highly prognostic genes in human mCA

The tumour stroma has important roles in development, progression and metastasis of different tumour types, and targeting both cancer cells and the stromal compartment is thought to increase efficiency of anticancer therapy and improve patient survival (Valkenburg et al., 2018). Given the scarcity of long-term survival data from the canine cases included in this analysis, we set out to explore the clinical relevance of our canine-derived CAS signature by exploring the association with survival of their human orthologues using the PRECOG database (Gentles et al., 2015). PRECOG enables querying the association between expression of a given gene and patient survival using aggregate data from multiple studies via survival meta *z*-scores. We hypothesised that high levels of molecular homology between canine and human mCA should manifest in a prognostic value of the canine CAS signature. Reassuringly, we found that upregulated genes in canine CAS were highly enriched among adversely prognostic genes (pre-ranked GSEA *P*-value <0.001), whereas upregulated genes in normal stroma were highly enriched among favourably prognostic genes (pre-ranked GSEA *P*-value <0.001). Fig. 4A shows the full list of genes, and Fig. 4B displays the top 20 genes from the canine CAS signature, with the largest meta *z*-scores indicating the strongest association with survival (for the full list of genes see Table S2). Note that the positive and negative meta *z*-scores as described in Gentles et al. (2015) indicate adversely and favourably prognostic genes, respectively. In conclusion, our findings suggest that the molecular homology between CAS from human and canine mCA is strongly rooted in conservation of key signalling pathways that underlie the prognostic value of CAS-derived gene expression changes in both species, thus further emphasising the merit of canine mCA as a model for human mCA.

**Fig. 4.**
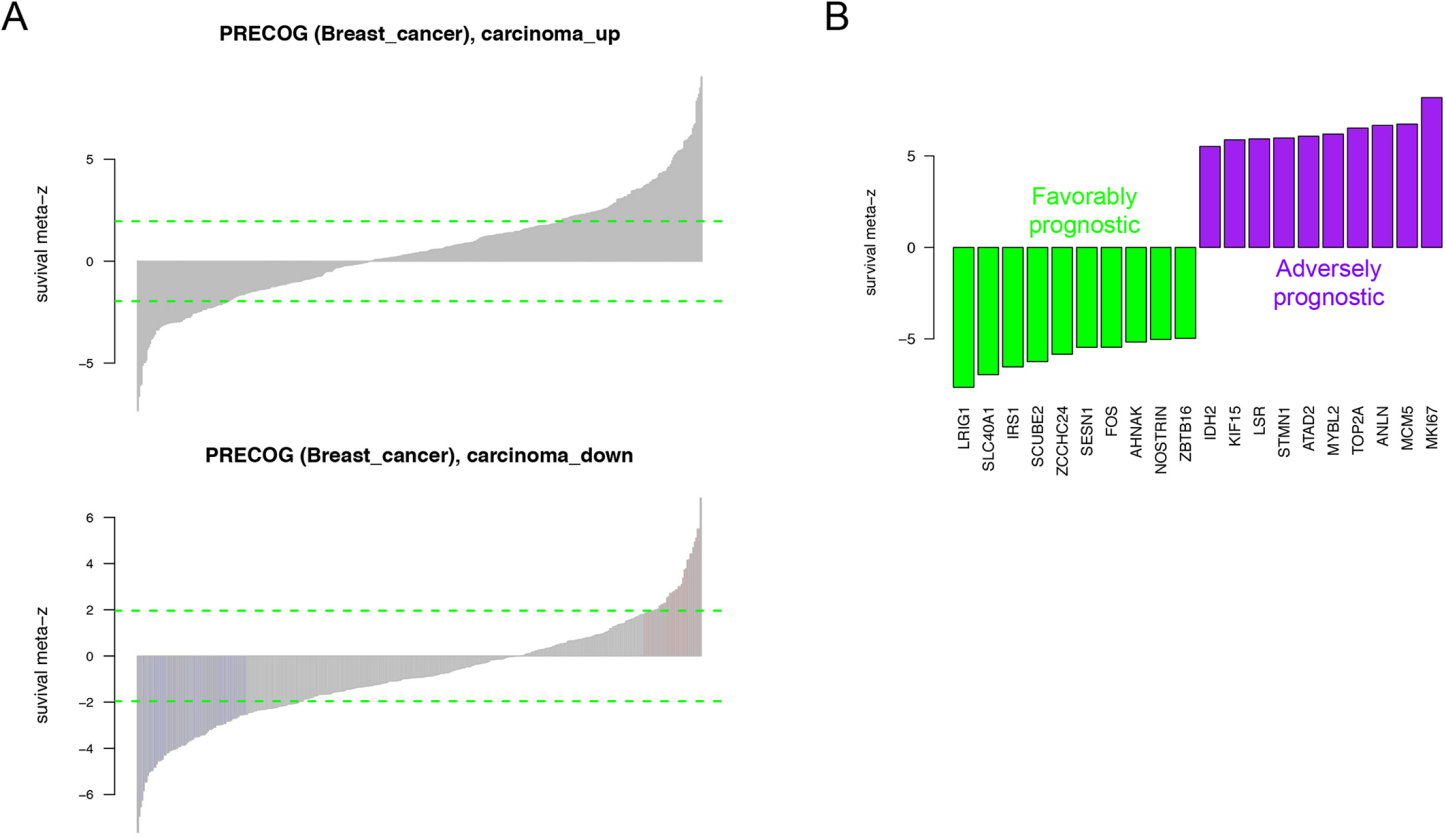
**Human orthologues of genes derived from the canine CAS signature are enriched among highly prognostic genes in human mCA.** (A) Breast cancer meta *z*-scores of the human orthologues of canine-derived CAS genes obtained from PRECOG database (Gentles et al., 2015).Top: genes upregulated in CAS are enriched for positive meta *z*-scores, associated with adverse prognosis. Bottom: genes upregulated in normal stroma are enriched for negative meta *z*-scores, associated with favourable prognosis. Refer to Table S2 for the full list of meta *z*-scores. (B) Stromal signature of canine mCA shows strong association with survival in human breast carcinomas. Survival meta *z*-scores were obtained from PRECOG database (Gentles et al., 2015). A positive *z*-score indicates an adversely prognostic gene, whereas a negative *z*-score indicates a favourably prognostic gene. Data shown for 20 genes with strongest association with survival. Refer to Table S2 for the full list of meta *z*-scores.

## DISCUSSION

Archival FFPE tissue samples constitute a vast and very valuable collection of patient samples for biomedical research. However, owing to chemical cross-linking of macromolecules, extraction of RNA from these tissues is challenging in terms of quantitative and qualitative constraints, which heavily impact on downstream analysis. Despite these drawbacks, several studies have proven that it is feasible to analyse RNA or miRNA from FFPE with RNAseq, and that results from FFPE are largely consistent with fresh-frozen material (e.g. Hedegaard et al., 2014; Meng et al., 2013; Sinicropi et al., 2012). However, all of these studies relied on rather large amounts of input tissue (3-6 full-size sections of 10 μm thickness, or 5-10 mg tissue) and between 100-500 ng of RNA. When, as an additional constraint, sample size is limiting, such as when performing laser-capture microdissection (LCM) to isolate specific subpopulations of cells, recovery of sufficient RNA for RNAseq-based analysis pipelines becomes virtually impossible, effectively precluding RNAseq-based approaches of small FFPE samples. To enable utilisation of valuable archival FFPE tissue samples and to be able to analyse CAS reprogramming in canine mCA, we have recently established a protocol for RNA extraction from LCM-FFPE tissue to be amenable to analysis by RNA-seq (Amini et al., 2017). Using this novel protocol, which routinely uses only 4 ng of input RNA, we have now analysed CAS and matched normal stroma isolated by LCM from FFPE tissue from 15 clinical cases of canine simple mCA. Importantly, this approach is not limited to isolation of CAS, but can be leveraged to analyse almost any subsection of interest from FFPE tissues. Naturally, the protocol can also be applied to entire sections of FFPE material that have not undergone microdissection. Historically, LCM-based interrogation of human CAS and other tissue subsections has been performed mainly through analysis of fresh-frozen tissue sections (Erickson et al., 2009). Although feasible, procurement of fresh-frozen tissue sections of a given pathology necessitates a high grade of coordination between treating physicians and researchers, and can usually only be performed in prospective settings, as fresh freezing of tissue is not normally integrated into the diagnostic standard workflow. Also, storage and handling of fresh-frozen tissue is more cost- and labour-intensive than that of standard FFPE blocks. In addition, standard diagnostic routine workflows strongly depend on FFPE tissue, because of good tissue morphology and ease of handling, which results in production of large amounts of FFPE tissue specimens in pathology departments that can be stored almost indefinitely at room temperature.

CAS plays a key role in cancer initiation and progression in human cancer (Bissell and Hines, 2011; Hanahan and Coussens, 2012), and thus it likely occupies a central role in the biology of canine tumours as well. Spontaneous canine mCA are often regarded as valuable models for human mCA, but the lack of data on canine CAS and thus unbiased cross-species analysis of molecular homologies and differences undermine the validity of these assumptions. To date, however, CAS in canine cancers in general, and canine mCA in particular, entirely lacks systematic characterisation. We have recently analysed the expression of a small panel of genes known to be deregulated in human CAS by qRT-PCR in CAS from canine simple mCA (Ettlin et al., 2017). These initial results suggested strong overlaps in CAS-related biology between canine and human mCA. Here, we provide the first dataset for CAS and matched normal stroma in canine mCA obtained through systematic RNAseq-driven transcriptomic characterisation (Figs 1,2). Our results reveal strong reprogramming in CAS from canine mCA. These results will serve as a basis for further mechanistic follow-up studies of the involvement of stromal genes in development and progression of canine mCA, and have the potential to reveal novel prognostic markers and therapeutic targets.

Our unbiased approach has yielded highly interesting insights into the degree of cross-species homology of CAS reprogramming between human and canine mCA. We demonstrate that reprogramming of CAS from human and canine mCA is highly comparable, and relationships between different gene signatures observed in human breast cancer are largely maintained in the canine model, suggesting a close interspecies similarity in the network of cancer signalling circuitries (Fig. 3). As an example, in the context of angiogenesis, we found that vascular endothelial growth factor A (*VEGFA*), secreted phosphoprotein 1/osteopontin (*SPP1*), periostin (osteoblast specific factor; *POSTN*) and VAV guanine nucleotide exchange factor (*VAV2*) are important commonly regulated genes between human and canine CAS. All of these are known to enhance tumour progression in cancer in general, and mCA in particular (Hunter et al., 2006; Morishita, 2011; Queiroga et al., 2011a; Wang and Ouyang, 2012). Various studies investigating spontaneous mCA of both canine and human origin support the role of the epithelial-to-mesenchymal transition (EMT) in metastasis in both species (Lamouille et al., 2014; Raposo-Ferreira et al., 2018; Thiery, 2002). Indeed, cells in CAS have been shown to be potent inducers of EMT (Jing et al., 2011). Furthermore, the collagen-associated genes *COL11A1*, *COL4A1/2* and *ADAM12*, which we identified as commonly regulated between both species, are known to play an important role in EMT. *COL11A1* mRNA is significantly increased in various types of cancers (Raglow and Thomas, 2015), and its overexpression in CAS is associated with poor prognosis in human mCA (Parl et al., 1984). Expression of type IV collagen is related to tumour malignancy and fibroblast infiltration (Chen et al., 2015). Indeed, the levels of type IV collagen protein were strongly increased in CAS from canine mCA (Fig. 2H,K). Among the common glycolytic genes, *PLOD1/2* and *FUT8* are among the most important deregulated targets. Activation of *PLOD1* and *PLOD2* at the transcription level by HIF-1 is required for biogenesis of collagen in breast cancer cells (Gilkes et al., 2013). By remodelling the TGF-β receptor core fucosylation, FUT8 expression influences breast cancer invasiveness (Tu et al., 2017). Immune-related pathways significantly deregulated in both species include interferon alpha and gamma responses, allograft rejection and complement. Here, CXCL10, its receptor CXCR3, and CD74 were detected in most immune-related pathways in both human and canine CAS. The chemokine interferon gamma inducible protein CXCL10 is a member of the CXCR3 chemokine family that interconnects with various signalling pathways. In breast cancer, Ras-induced CXCL10 overexpression contributes to the development of breast tumours (Parl et al., 1984), and overexpression of CXCR3 is associated with poorer overall survival (Bronger et al., 2017). Expression of CD74, a chaperone protein with an important role in innate immunity, in breast cancer tissue is correlated with increased metastasis (Metodieva et al., 2013; Nieto et al., 2000). We also found hormone-related pathways, such as estrogen response, enriched in both human and canine CAS. In humans, benign tumours are likely to be estrogen receptor (ER)-positive with a better prognosis (Maynard et al., 1978), whereas ER-negative tumours are more likely to be of higher histological grade (Parl et al., 1984; Putti et al., 2004). The effect of ER expression on prognosis of canine mCA remains unclear (De las Mulas et al., 2005; Nieto et al., 2000). Likewise, the hormonal classification as a predictive marker of favourable response to endocrine therapy has not been established in canine mammary tumours, therefore, expression of hormone receptors analysis is currently not routinely assessed in canine mCA. Other common pathways include fatty acid metabolism, MTORC1 signalling, MYC targets v1, E2F targets, G2M checkpoint, mitotic spindle and unfolded protein response (Corazzari et al., 2017; Jardé et al., 2008; Lan et al., 2018; Pease and Tirnauer, 2011; Poole and van Riggelen, 2017; Silvera et al., 2017; Wang et al., 2009).

Finally, we establish the prognostic potential of the canine CAS signature in human samples (Fig. 4). These analyses strongly support the notion that CAS from canine and human mCA are highly comparable on a molecular level, suggesting similar reprogramming mechanisms underlying the development of CAS in human and canine mCA.

In conclusion, we provide a proof-of-principle to analyse specific subsections of FFPE tissue isolated through LCM by RNAseq, which unlocks a new dimension of difficult-to-analyse samples that now become amenable to investigation. This first study to systematically analyse gene expression in CAS and normal stroma from canine mCA reveals detailed insights into the biology of CAS in both canine tumour types and their comparability with the human counterpart, which support the validity of spontaneous canine mCA as a model to identify disease-promoting features with relevance to the human disease.

## MATERIALS AND METHODS

### Ethics approval and consent to participate

No animals were killed for the purpose of this research project, as the tissue analysed had been surgically removed in a curative setting with the verbal consent of the patient owners. According to the Swiss Animal Welfare Law Art. 3c, Abs. 4 the preparation of tissues in the context of agricultural production, diagnostic or curative operations on the animal or for determining the health status of animal populations is not considered an animal experiment and, thus, does not require an animal experimentation license. All the FFPE specimens used were obtained for diagnostic reasons and do therefore not require a formal ethics approval, in full compliance with national guidelines.

### Cases selection and tissue processing

Fifteen dog mammary carcinoma samples were obtained from the Institute of Veterinary Pathology of the Vetsuisse Faculty Zürich (Table 1). All samples were archival FFPE tissue samples either from the Small Animal Hospital of Zurich or external cases sent in by veterinarians practicing in Switzerland. Details regarding selection criteria are described in Ettlin et al. (2017). Paraffin blocks were routinely kept at room temperature. Tissue processing for LCM was performed as described in Amini et al. (2017). All cases were reviewed by a veterinary pathologist. The criteria for carcinoma case selection were: female dogs, simple type of mCA, appropriate tumour stroma content and areas with no obvious or only negligible inflammation. Table 1 provides clinical details, such as age and breed of each patient, sample age and tumour subtype, for all cases included in the study.

### Laser-capture microdissection

LCM was used for selective isolation of matched CAS and normal stroma from 15 canine simple mCA. LCM was performed using the ArcturusXT™ Laser Capture Microdissection System (Thermo Fisher Scientific) and Arcturus^®^ CapSure^®^ Macro LCM Caps (Life Technologies) as described previously (Amini et al., 2017; Ettlin et al., 2017). Areas for dissection were reviewed by a veterinary pathologist. Highly enriched populations of normal or tumour-associated stroma from the specimens were identified and isolated according to the manufacturer's protocol. Normal stroma samples were isolated from the same slides, from regions specified by a pathologist that presented no obvious alterations and were at least 2-4 mm away from the tumour, in accordance with established procedures (Finak et al., 2008). Isolation of cells of interest was verified by microscopic examination of the LCM cap as well as the excised region after microdissection (Fig. S1).

### RNA isolation

RNA was isolated using the Covaris^®^ truXTRAC FFPE RNA kit and the Covaris^®^ E220 focused ultrasonicator as described in Amini et al. (2017). An overview of concentration, total yield and DV200 for all samples can be found in Table S5.

### Quantitative RT-PCR

Quantitative RT-PCR using Taqman^®^ primers was performed as described in Amini et al. (2017). Primers are detailed in Table S3.

### Immunofluorescence

FFPE tissue sections (2 µm thickness) were mounted on positively charged slides and dried overnight at 37°C. Drying was followed by the deparaffinisation of the slides with four xylene baths for 5 min each using the Tissue-Tek^®^ Prisma^®^ and Film^®^ (Sysmex). For rehydration, a degressive alcohol series using 100% ethanol, 95% ethanol, 70% ethanol and distilled water was performed.

All immunofluorescence sections were counterstained with 0.1 mg/ml DAPI (Thermo Fisher Scientific) at room temperature for 15 min to visualise nuclei. Antibodies and conditions used for immunofluorescence are detailed in Table S4.

### RNA-seq library preparation

RNAseq was carried out on 4 ng of RNA from elution 1 (E1) diluted to a concentration of 0.33 ng/μl in a total volume of 30 μl. The SMARTer Stranded Total RNAseq Kit-Pico Input Mammalian (Clontech/Takara Bio USA) was used according to manufacturer's protocol for RNA library preparation and ribosomal RNA depletion. Single-read sequencing (125 bp) was obtained using the Illumina HiSeq 4000 according to standard protocols of the Functional Genomics Centre Zurich. See Fig. S5 for a barplot of library sizes demonstrating the number of quantified reads per sample.

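The deposited counts give the depth of each library after quantification. The total was larger in CAS than in the normal stroma of the same dog in 12 of 15 dogs, by a ratio between 0.829 and 100.2 with a median of 1.93 (two-sided exact permutation test on the log ratio, p = 0.00122). Genes with no count made up a median of 23.8% of all genes in CAS libraries and 32.8% in normal stroma libraries. A single gene, ENSCAFG00000007590, was the most abundant in 29 of the 30 libraries; it was picked out after its values were seen. It took between 13.8% and 38.7% of the counts in CAS and between 5.81% and 35.3% in normal stroma. No difference in its level between CAS and normal stroma was detected, with a log2 fold change of 0.04 (adjusted p = 0.971 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 10 most abundant genes of a library took a median of 49.1% of the counts in CAS and 50.8% in normal stroma (two-sided exact permutation test within dogs, p = 0.330).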

### Bioinformatics analyses

RNA-seq quantification was performed using kallisto 0.44.0 with sequence-based bias correction using transcript sequences obtained from ENSEMBLE (CanFam3.1) (Bray et al., 2016). All other parameters were set to default when running kallisto. Kallisto's transcript-level estimates were further summarised at the gene-level using tximport 1.8.0 from Bioconductor (Soneson et al., 2015). Both raw data and gene-by-sample matrix of estimated counts were deposited online. 

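Each surrogate variable is a pattern across libraries estimated beside the condition, and its squared loadings show which libraries carry it. The variables were not fully separate from the condition, which explained between 0.0492% and 8.05% of the variance of a variable. Here svaseq was run on the TMM-normalised counts and the number of variables was set by the permutation procedure of the sva package with 20 permutations. For every one of the 6 variables, the library with the largest share of the squared loadings was a normal stroma library. These were case 14 with 49.2% for the first variable, case 8 with 55.0% for the second, case 9 with 73.3% for the third, case 10 with 69.6% for the fourth, case 2 with 74.9% for the fifth and case 11 with 75.5% for the sixth. Normal stroma libraries together carried between 87.6% and 99.7% of the squared loadings of a variable.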

For downstream analysis, lowly abundant genes were filtered out and unwanted variation was estimated using SVA 3.30.1 from Bioconductor (Leek et al., 2019). 

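The deposited counts were also tested with DESeq2's Wald test on the same filtered genes. With the same surrogate variables as covariates, 595 genes passed the thresholds used for Fig. 1B, 345 higher and 250 lower in CAS, and 346 of them were also among the genes called by edgeR. Without surrogate variables there were 700 genes, 361 higher and 339 lower. In that fit DESeq2 gave no adjusted p for 204 genes, which were not counted.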

Differential expression analysis was performed using DESeq2 1.22.0 from Bioconductor (Love et al., 2014), with estimated factors of unwanted variation included as additional covariates in the design formula. Significant genes were identified using FDR and fold-change thresholds as indicated per dataset. Heatmaps were generated using the pheatmap R Package (Kolde, 2019), with clustering distance and method set to Euclidean and ward.D2, respectively. Over-representation analysis of differentially expressed genes was performed using the MSigDB webtool (http://software.broadinstitute.org/gsea). GSEA was performed using fgsea 1.8.0 from Bioconductor (Sergushichev, 2016), with signal-to-noise ratio as defined by Subramanian et al. (2005) as gene-level statistic. Before performing GSEA, dog genes were converted to human orthologues using biomaRt 2.38.0 from Bioconductor (Durinck et al., 2009). If a human orthologue was associated with more than one dog gene, the dog gene with maximum variance was selected using the collapseRows functionality within the WGCNA R package (Miller et al., 2011). Signalling pathways analysed by GSEA were obtained from the Hallmark gene sets of the MSigDB (Liberzon et al., 2015). Processed microarray data was obtained from Gene Expression Omnibus under accession number GSE35019. The barcode enrichment plot was generated using the barcodeplot functionality, and significance was assessed using the geneSetTest functionality, both within limma 3.38.3 from Bioconductor (Ritchie et al., 2015). The human stromal gene signature was obtained from the ESTIMATE R package (Yoshihara et al., 2013). TCGA processed data was obtained from cbioportal data portal (Gao et al., 2013), and the enrichment of canine and human stromal signatures in TCGA's BRCA data was computed using ssgsea functionality within GSVA 1.30.0 from Bioconductor (Hänzelmann et al., 2013). Survival meta *z*-scores were obtained from PRECOG database (https://precog.stanford.edu, Gentles et al., 2015). Enrichment of canine CAS signature among highly prognostic genes was assessed using pre-ranked GSEA as implemented in fgsea 1.8.0 from Bioconductor (Sergushichev, 2016), with PRECOG's Breast Cancer meta *z*-scores as gene-level statistic.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

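RNA from CAS and matched normal stroma of 15 dogs with simple mCA had been isolated by LCM from FFPE tissue and sequenced as 30 libraries, 1 of each stroma per dog. Libraries were assigned to CAS or normal stroma and to a dog from the sample labels, and the dogs were matched to the cases of Table 1 on the characteristics given in both.

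The authors quantified the reads with kallisto 0.44.0 with sequence-based bias correction against Ensembl transcripts of CanFam3.1, summarised them per gene with tximport and deposited the estimated counts without normalisation. The table holds 18582 genes and 30 libraries, all of its columns were used, and 0 of its values have a fraction. Because these are estimated counts, reads shared by near-identical genes are divided between them by the quantification, and the change of a single gene with close copies is uncertain for that reason. The files do not pair the Ensembl IDs with gene names, and 0 IDs matched the table of dog genes used for reference, so the genes that the paper names, the lists of Table 2, the genes of Fig. 4B and marker genes of cell types were not analysed here. GC content and gene length were not used here.

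From the deposited estimated counts, rounded to whole numbers, the following was computed in R 4.3.3. Genes were filtered with filterByExpr of edgeR 4.0.16 at its default settings, which kept 10472 of the 18460 genes with at least 1 count, and libraries were scaled by TMM normalisation. Surrogate variables were estimated with svaseq of sva 3.50.0 on the normalised counts, their number being set by num.sv with method be and 20 permutations. CAS and normal stroma were compared with edgeR's quasi-likelihood test over all 30 libraries with 6 surrogate variables as covariates and no term for the dog, because the paper names SVA factors as covariates and no dog term. Genes were called at a Benjamini-Hochberg FDR below 0.01 and a fold change above 2. The SE of a log2 fold change was derived from the fold change and the quasi-likelihood F statistic. The genes named were to be those the paper names and the 5 highest and 5 lowest log2 fold changes among called genes that changed in the same direction in all 15 dogs, a rule fixed before the data were examined; of the latter, the first 2 in each direction are printed.

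CAS and normal stroma of a dog come from the same animal, which pairs the libraries. Deviations from the group means of log2 CPM correlated within dogs with a mean of 0.129 (from 0.0144 to 0.302, over 0.1 in 8 of 15 dogs), against a mean of -0.00773 between different dogs. A fit with the dog as a replicate block is given where it changed a count of genes by more than 1.5 times. Differences of single values within dogs were tested with a two-sided exact permutation test that swaps the libraries of a dog, over all possible swaps. Correlations were tested with 100000 permutations.

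The PCA used TMM-normalised log2 CPM with a prior count of 2 over the filtered genes, without scaling. A gene was counted as detected in a library with at least 10 counts. Differences in the CAS effect between 6 neutered and 9 intact dogs, and between 8 dogs with a tubular carcinoma and 7 with another subtype, were tested as interactions in edgeR with the dog as a block at an FDR below 0.05.

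The procedures were tested on simulated counts with the means and library sizes of the real data. Every simulated change was larger than 1.86, the median size of the log2 fold changes of the called genes. Recovery of smaller changes was not tested. Of the 179 changed genes among 10146 that passed the filter, edgeR with the 2 surrogate variables that num.sv gave for these counts called 92.2% with 0 false calls, edgeR with 6, as in the real data, 91.1% with 0, edgeR without them 95.0% with 0, edgeR with the dog as a block 89.4% with 1, and DESeq2 1.42.0 with 2 surrogate variables 97.2% with 4. The simulated counts held no unwanted variation, so the removal of such variation was not tested. The interaction test, simulated for 6 against 9 dogs only, called 47.2% of 193 changed genes among 10144, with 2 false calls.

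Total counts per library limit the precision. The normal stroma libraries of cases 8 and 14 hold 29284 and 32528 counts, and genes of low abundance cannot be detected in them. The alternatives set before the data were examined were the use and number of surrogate variables, the dog as a block, DESeq2 in place of edgeR, DESeq2's size factors in place of TMM, other filters on low genes, a test against the fold change threshold, leaving out each dog, other transformations for the PCA and 1 CPM as the limit for a detected gene. Those chosen after seeing the data were 3 surrogate variables, leaving out the 2 normal stroma libraries under 100000 counts, thinning the libraries to fewer counts and leaving out genes that took over 1% of the counts of a library.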

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

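The groups compared here, dogs by neuter status and by subtype, and the thinning test were chosen after the low totals had been seen. In 20 groups of 6 to 9 dogs, the most extreme value was compared with the range of its group, and the extreme value stood apart from the rest in 7 groups where chance would give about 1. The groups by neuter status and by subtype hold the same dogs and are not separate tests, so these are 5 distinct values, since each PC1 difference was met in both divisions. All belong to the dogs of 2 normal stroma libraries. Among intact dogs, the normal stroma library of case 8 had the lowest total, 29284 estimated counts, and only 387 genes with at least 10 counts. Among neutered dogs, the normal stroma library of case 14 had 263 genes with at least 10 counts. The PC1 difference between CAS and normal stroma was 269 in case 8, far from the other intact dogs and from the other dogs with a subtype other than tubular. In case 14 it was 294, far from the other neutered dogs and from the other dogs with a tubular carcinoma.

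A technical explanation for the PC1 differences and the low numbers of genes is the depth of these libraries. The normal stroma library of each of the other 13 dogs was therefore thinned at random to about 29284 counts and the PCA repeated without the libraries of cases 8 and 14. The thinned dog then had the largest PC1 difference in 13 of 13 dogs, between 280.4 and 368, and between 144 and 322 genes with at least 10 counts remained in the thinned library. The low depth may therefore be enough to set these dogs apart on PC1. The thinned libraries kept fewer genes than the 387 of case 8, and that part was not tested further. Why these libraries are shallow was not tested. The paper gives a single RNA input for its libraries, and its supplement lists the yield and quality of the RNA of all samples. Those values were not used here, so the amount and quality of the RNA and the loading of the sequencer stay open. Neuter status and subtype do not mark these dogs, since 1 of them is neutered and the other intact, and no other biological explanation was tested.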

How the results depend on the processing

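PC1 separated CAS from normal stroma of the same dog in the same direction in every dog under all 6 alternatives. The mean difference was between 41.8 and 76.7, where 41.8 came from scaling to unit variance, which changes its units. One of the alternatives, removing the surrogate variables, keeps the condition and strips other variation by construction, so it says nothing about stability. Its share of the variance fell from 32.5% to between 20.5% and 30.2%. The genes ENSCAFG00000019985, ENSCAFG00000006046, ENSCAFG00000008537 and ENSCAFG00000014049 kept their direction and their side of the threshold in the 5 alternative fits run for them.

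The number of deregulated genes varied from 14 to 770 over the alternatives, against 381, and the cause was not tested except where stated. With the dog as a replicate block and no surrogate variables there were 580 genes, of which 278 were lower in CAS; with the block and surrogate variables estimated given the dogs, 146 were higher. Compared in the same form, without surrogate variables, the block moved the total only from 535 to 580, the genes higher from 258 to 302 and the genes lower from 277 to 278, so the change in the genes lower from 114 goes with leaving out the surrogate variables and not with the block. The block moved no other count by more than 1.5 times. DESeq2 gave 595 genes with the same surrogate variables, 250 of them lower, and 700 without, 339 of them lower. Without surrogate variables edgeR gave 277 genes lower in CAS, with 1 surrogate variable 304, and with 3, chosen after seeing the data, 243. The share of deregulated genes that were higher in CAS was 70.1% with 6 surrogate variables, 48.2% without any, 38.2% with 1 and 52.1% with the block. With DESeq2's size factors in place of TMM it was 70.4%, so that scaling did not move the split. Fits that kept surrogate variables also had lower shares: DESeq2 with the same variables 58.0%, the block with variables estimated given the dogs 55.9% and, chosen after seeing the data, edgeR without the normal stroma libraries of cases 8 and 14 46.1%. The split thus depended on the surrogate variables, the test and these libraries. The median log2 fold change of all genes was 0.22 with 6 surrogate variables and 0.06 without. Of the 381 genes, 308 were also called without surrogate variables.

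Requiring at least 10 counts in every library left 147 genes to test, of which 14 passed, 4 higher and 10 lower; here fewer genes tested is part of the alternative. A test against the fold change threshold itself, which is stricter by construction, gave 68 genes, 43 higher and 25 lower. Testing all genes with at least 1 count gave 458 genes.

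Leaving out the normal stroma libraries of cases 8 and 14, chosen after seeing the data, gave 575 genes with surrogate variables, 310 of them lower in CAS. On these 28 libraries, edgeR without surrogate variables gave 316 lower, the replicate block 615 genes with 339 lower, and DESeq2 770 genes with 385 lower. Thinning the 28 libraries to one total gave 128 genes higher in CAS and thinning them by one factor 117; fewer counts and fewer genes tested are part of these alternatives.

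Across the 15 fits that each left out one dog, the total was between 272 and 462 genes, the number higher in CAS between 167 (without case 12) and 289, and the number lower between 96 and 189 (without case 8). Without case 13, 172 were higher.

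In the test of neuter status, DESeq2 gave 3 genes at an FDR below 0.05 where edgeR gave 0; the other alternatives gave 0, as did all alternatives for subtype. The correlations of genes detected with sample age were negative with 1 CPM as the limit, in both groups, and in normal stroma without the libraries of cases 8 and 14, with no unadjusted p under 0.05. Leaving out the dogs farthest from the median age changed the sign in some choices of dogs. The number of surrogate variables by the method leek was not run, because that number changed with differences in the counts as small as rounding error. The alternatives for the named genes of the paper, Table 2, Fig. 4B and the cell type markers were not run, because the files do not pair IDs with names. Depth limits the tests of genes of low abundance most in normal stroma, where a library of 29284 counts holds 387 genes with at least 10 counts.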

Differences from the paper's values

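The paper reports 884 deregulated genes, against 381 here. Of the alternatives set before the data were examined, DESeq2 with the same surrogate variables (595 genes) and DESeq2 without surrogate variables (700 genes) came within 1.5 times of the paper's number, and the other 8, as well as the 15 fits that each left out a dog, did not. Without the normal stroma libraries of cases 8 and 14, the replicate block gave 615 genes and DESeq2 with surrogate variables 770, both within 1.5 times; these were chosen after seeing the values.

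The paper's number of genes higher in CAS is 446 in its Results and 449 in the legend of Fig. 3B, against 267 here. Within 1.5 times of both were the replicate block without surrogate variables (302), DESeq2 with the same surrogate variables (345), DESeq2 without them (361) and edgeR with no filter on low genes (336), and the other 6 alternatives set before the data were examined were not. DESeq2 with surrogate variables without the normal stroma libraries of cases 8 and 14, chosen after seeing the values, gave 385.

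The paper's number of genes lower in CAS is 438 in its Results and 425 in the legend of Fig. 3B, against 114 here. DESeq2 without surrogate variables (339) and edgeR with 1 surrogate variable (304) came within 1.5 times of both, and the other 8 alternatives set before the data were examined did not. Without the normal stroma libraries of cases 8 and 14, chosen after seeing the values, edgeR gave 310 with and 316 without surrogate variables, the replicate block gave 339 and DESeq2 with surrogate variables 385, all within 1.5 times.

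The highest log2 fold change in the paper is about 5.4 in Fig. 1B, read by eye, against 7.23 here. None of the alternatives set before the data were examined closed the gap, nor did those chosen afterwards. The largest -log10 adjusted p in the paper is about 50 in Fig. 1B, read by eye, against 5.84 here; DESeq2's Wald test with the same surrogate variables gave 30.2, and none of the alternatives set before or after the data were examined closed the gap.

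Fig. 1A shows about 13 points for normal stroma, read by eye, against 15 libraries here, and the paper's text does not name libraries that were left out. The paper describes the separation of CAS and normal stroma as clear and as the major source of variability. Over all 30 libraries and the filtered genes, condition explained 18.3% of PC1 and 39.5% of PC3. On PC1, 7 normal stroma libraries scored above the lowest CAS library. The share of PC1 that condition explained was 91.2% with the surrogate variables removed from the log2 CPM, which raises this share by construction, 24.9% with DESeq2's variance-stabilizing transformation and, chosen after seeing the values, 50.9% without the normal stroma libraries of cases 8 and 14 and 83.8% with the 28 other libraries thinned to one total. The number of normal stroma libraries above the lowest CAS library was 0 with DESeq2's variance-stabilizing transformation, with the surrogate variables removed from the log2 CPM and, chosen after seeing the values, without the normal stroma libraries of cases 8 and 14, thinned or not. It was 8 with genes scaled to unit variance and 7 with all genes with at least 1 count.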

Other observations

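All tests of depth, of abundant genes and of the shallow libraries in this part were chosen after the patterns they concern had been seen.

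The number of genes past the threshold was compared with other splits of the samples. In 40 splits of the libraries that swapped CAS and normal stroma in some of the dogs, the real one included, 1 of 40 gave as many genes in total, and 1 of 40 as many higher and 1 of 40 as many lower in CAS: the real one. The others, with 3 to 11 dogs swapped, part every pair as the real split does and gave at most 1 gene. In 20 further splits that did not keep a CAS and a normal stroma library per dog, which parted 3 to 11 pairs, the most was 0 genes.

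CAS libraries were deeper than normal stroma libraries, so depth was tested as a technical explanation of the separation. With the 28 libraries over 100000 counts thinned to 617177 counts each, the PC1 difference within dogs was 48.8 ± 16.1 (SD, n = 13 dogs), in the same direction in 13 of 13 dogs (two-sided exact permutation test, p = 0.000244, the smallest p it can give). Thinned in this way, 298 genes passed the threshold, compared to 274 when all libraries were thinned by one factor that kept their differences in depth, a ratio of 1.09, and 229 genes were shared. Unequal depth of these 28 libraries is therefore not enough to explain the separation on PC1 or the number of genes. Abundant genes were tested next: 15 genes took over 1% of the counts of a library, and without them 98.4% of the other deregulated genes (372 of 378) were still called, which argues against a few genes taking most of the counts as the cause. Thinning equalises counts but not the number of distinct RNA molecules behind them, which was not tested. What also stays open is a different make-up of the dissected areas, such as more fat or glandular epithelium in one of them, GC content and gene length, none of which was tested, beside the difference between CAS and normal stroma itself.

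The number of genes lower in CAS was much smaller with surrogate variables than without over all 30 libraries, 114 against 277, a ratio of 0.412. With 1 surrogate variable the number was 304 and with 3 it was 243, so most of the fall came between 3 and 6 variables. Without the normal stroma libraries of cases 8 and 14 the numbers were 310 and 316, a ratio of 0.981, with 265 genes shared. With one dog left out at a time and surrogate variables, the number was 189 without case 8 and 166 without case 14, and between 96 and 131 without any other dog. A candidate explanation is that these shallow libraries change what the surrogate variables remove. In the fit with 6 variables, however, cases 14 and 8 led only the first and second. The fourth to sixth were led by normal stroma of cases 10, 2 and 11, with 69.6%, 74.9% and 75.5% of the squared loadings. Removing the shallow libraries also changes the number of samples and of surrogate variables. Through which variables these libraries would act was not tested. No biological explanation was tested.

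Normal stroma libraries were less alike than CAS libraries. In the 13 dogs other than cases 8 and 14, the root mean square distance of a library from the mean of the other libraries of its group, in log2 CPM per gene, was 1.09 ± 0.393 (SD, n = 13) in normal stroma and, over all 15 dogs, 0.821 ± 0.184 (SD, n = 15) in CAS. Over these 13 dogs, normal stroma lay farther from its group than CAS of the same dog in 11 of 13 dogs (mean difference 0.287, two-sided exact permutation test, p = 0.00122). With every library thinned to one total, normal stroma was at 0.766 ± 0.186 (SD, n = 13), farther in 10 of 13 dogs, with a mean difference of 0.106 (same test, p = 0.0142). Unequal depth therefore accounts for part of the difference at most. Fewer distinct RNA molecules behind the normal stroma libraries, which thinning does not equalise, varying composition of the dissected normal stroma and a more uniform state of CAS could each give this pattern, and none was tested. The paper does not report this comparison.

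The effect of CAS was compared between neutered and intact dogs and between dogs with a tubular carcinoma and with another subtype. At an FDR below 0.05, 0 genes differed by neuter status (560 genes with an unadjusted p under 0.05, where chance gives 523.6; smallest adjusted p 0.194, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By subtype, 196 genes had an unadjusted p under 0.05, far fewer than the 523.6 that chance gives. At an FDR below 0.05, 0 genes differed (smallest adjusted p 0.9996 from the same test). As many genes were found in 50 of 50 random splits of the dogs into groups of 6 and 9, and in 50 of 50 splits into 8 and 7, the real ones included, which a count of 0 makes certain. For neuter status, DESeq2 gave 3 genes, 2 of them with a higher CAS effect in neutered dogs, and 945 genes with an unadjusted p under 0.05. Without the normal stroma libraries of cases 8 and 14, edgeR gave 702 such genes where chance gives 533, and 0 at an FDR below 0.05. For subtype these numbers were 486 with DESeq2 and 260 without the libraries, both below what chance gives. Genes are not independent, and whether other splits of the dogs exceed chance as much in these fits was not tested. Every difference simulated for groups of 6 and 9 dogs was well over a fold change of 2. The test recovered 47.2% of these changed genes, so even large differences by neuter status could be missed. The groups of 8 and 7 by subtype were not simulated, and missed differences are not excluded there either.

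The number of genes detected was compared with the age of the samples, and no adjusted p was under 0.05. In CAS, the number of genes with at least 10 counts and the age of the sample in months had a Pearson's r of -0.344 (p = 0.209) and a Spearman's rho of -0.401 (p = 0.139; permutation tests, two-sided, n = 15). In normal stroma the values were -0.383 (p = 0.159) and -0.480 (p = 0.0725). The Benjamini-Hochberg adjusted p was 0.209 for each of these 4 relations. Case 14 is farthest from the median age of 13 months, and cases 1, 4 and 13 are next and equally far. Without case 14 and each of these in turn, r was -0.122, 0.0264 and -0.306 in CAS and 0.0178, 0.0655 and -0.198 in normal stroma, so the relation rests in part on which dogs are included. With genes at 1 CPM or more, r was -0.440 (p = 0.100) in CAS, and -0.383, -0.217 and -0.536 in the same omissions, and in normal stroma it was -0.390 (p = 0.151), and 0.0222, 0.0808 and -0.161. Without the normal stroma libraries of cases 8 and 14, chosen after seeing the data, normal stroma had an r of -0.378 (p = 0.202) and a rho of -0.533 (p = 0.0638, n = 13; permutation tests). Among these 13 dogs, r was -0.142 without cases 1 and 4, -0.560 without cases 1 and 13 and -0.497 without cases 4 and 13. It was thus negative in each of these omissions. A weaker loss of genes with age is therefore not excluded at this number of dogs. The labels and the paper's text give no sequencing batch to divide the libraries by.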
